A study of Mus musculus with 12 samples.

How the data were processed

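RNA sequencing libraries (Illumina TruSeq RNA kit, per the labels' protocols) were made from cultured mouse embryonic fibroblasts of the C57BL/6 strain. The labels give 4 groups of 3 samples: wild-type (WT) and TAZKo cells, each kept in normoxia or subjected to 24 hours of hypoxia in a hypoxia workstation. The oxygen level is not stated in the labels. TAZKo stands for cells lacking tafazzin, the enzyme that remodels the mitochondrial lipid cardiolipin and is encoded by the gene Taz. The authors deposited 1 table per sample with whole-number read counts per Ensembl mouse gene, so the unit used here is counts. The aligner, the counting program, its treatment of reads that match several genes, the genome build and the annotation release are not stated in the labels, and no normalization of the deposited counts is recorded. The tables hold 48709 gene IDs in the same order. Of these, 48349 were matched by ID to gene symbols and 360 were not. The matched IDs also gave coordinates in GENCODE M21 on GRCm38, by ID lookup alone, since the files name no build. Of neighbouring IDs on the same chromosome, 99.73% stood in the order of GRCm38.

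Total counts per sample ran from 21039451 to 31204510. A floor of 3 counts was worth 0.096 to 0.143 CPM (counts relative to the library total on a common scale), depending on the sample. Such floors cover counting error only, because reads without molecular identifiers are not independent molecules. Genes with low counts were removed with filterByExpr of edgeR using the 4 groups, which left 14408 genes. Counts were scaled by the trimmed mean of M values (TMM) and fitted with the edgeR quasi-likelihood model (edgeR 4.0.16, limma 3.58.1, R 4.3.3) over all 12 samples, with 1 coefficient per group and no covariate. Contrasts were taken between TAZKo and WT in each condition, between hypoxia and normoxia in each genotype, and between the hypoxia responses of the genotypes (the interaction). P-values were adjusted by the Benjamini-Hochberg method across genes within a contrast, with a threshold of 0.05. Every adjusted p given for a gene comes from this edgeR quasi-likelihood test unless another tool is named. The standard error of a log2 fold change was taken as its size divided by the square root of the F statistic. CPM values were scaled by TMM and are given as mean ± SD over 3 samples.

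Genes named in the text were chosen by a rule. A fixed list held Taz, Hif1a, Epas1, Vegfa, Slc2a1, Pdk1, Ldha, Pgk1, Bnip3, Car9, Egln3, Nfkb1 and Rela. For each contrast, the 3 largest increases and the 3 largest decreases were added among genes with an adjusted p under 0.05, a mean of at least 10 CPM in a compared group, and no overlap between the samples of the groups. For the interaction, the lack of overlap was required of the same-numbered differences between hypoxia and normoxia. The design, the gene rule, 5 gene lists and most of the alternatives were fixed before the data were examined.

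The 5 gene lists were HIF-1 targets, glycolysis, NF-kB targets, nuclear-encoded respiratory chain genes and mitochondrially encoded respiratory chain genes. They were tested in the 5 contrasts with camera of limma (inter-gene correlation 0.01), adjusted by Benjamini-Hochberg over the 25 tests. The mean log2 CPM of each list (prior count 2) gave a score per sample, compared by exact two-sided permutation of 3 against 3 samples. The smallest p such a test can give is 0.1. The shared hypoxia response was described, without a test, over genes with an adjusted p under 0.05 for the mean hypoxia effect of both genotypes. Principal components were computed on log2 CPM.

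The titles give each group replicate numbers 1 to 3, and pairing was taken from these numbers alone. No label says what the numbers stand for. The lane comes from the names of the deposited tables: all samples numbered 1 carry lane 4, all numbered 3 carry lane 5, and those numbered 2 carry lane 4 in normoxia and lane 5 in hypoxia. The replicate number was added as a block in an alternative fit, and the correlation of deviations from the group means was compared between samples with the same and with different numbers. Deviations cancel within a group, so the value for different numbers is tied to the other and is no independent comparison. Samples numbered 1 and 3 each keep their lane, so a correlation cannot tell pairing from lane.

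Alternatives were DESeq2 size factors, upper quartile scaling and library size alone; DESeq2 1.42.0 as the test; no filter or a mean of at least 5 CPM; the replicate block; paired samples for the interaction; lane as a covariate; the 6 samples of a comparison only; a log2 change of at least 1; inter-gene correlation estimated from the data; a prior count of 0.5; and leaving out each sample in turn. Offsets for GC content and gene length, the same offsets with the replicate block, thinning of all libraries to the lowest total, and WT normoxia sample 1 as the TMM reference were added after seeing the data. Reads shared between genes were gauged as the percentage of 50-base words of a gene's longest annotated transcript also found in transcripts of other annotated genes. After results had been seen, HIF-1 and glycolysis lists were also tested without genes sharing at least 10% of these words. Tables were read and figures drawn with Python 3.11.15, pandas 2.3.3, numpy 2.4.6 and matplotlib 3.10.9. The fit was tested on simulated data with 200 changed genes among 14119, by a log2 change of 0.5 or 1 either way in TAZKo hypoxia alone. A further 30 genes were raised more weakly there, and calls on them were counted as neither recovered nor false. The fit recovered 72.5% of the 200 for TAZKo against WT in hypoxia with 11 false calls, 70.5% for hypoxia against normoxia in TAZKo with 7 false calls, and 48% for the interaction with 2 false calls. It called 0 genes in the contrasts without a simulated change. No simulated sample stood apart from its group and few genes changed, so these rates may not hold for the real data. Genes without a symbol were kept in the fits and are not named.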

Results

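RNA sequencing measured read counts per gene in 12 samples of mouse embryonic fibroblasts. There were 3 samples each of WT cells in normoxia, TAZKo cells in normoxia, WT cells after 24 hours of hypoxia and TAZKo cells after 24 hours of hypoxia. The series asks how a lack of tafazzin changes the cellular response to low oxygen, including the expression of HIF-1a, the oxygen-regulated subunit of the transcription factor HIF-1. Total counts were 21594739, 22199313 and 27019772 in WT normoxia samples 1 to 3 (mean 23604608 ± 2973026, SD, n = 3). They were 22698544, 22419709 and 31204510 in TAZKo normoxia (25440921 ± 4993361), 21039451, 23148496 and 28586600 in WT hypoxia (24258182 ± 3894023), and 21067653, 30174667 and 29253680 in TAZKo hypoxia (26832000 ± 5013265). Between 20378 and 21940 genes had at least 1 count in a sample, and the 10 highest genes took 3.3% to 3.86% of the counts. Mitochondrial genes took 0.92% (WT normoxia sample 1) to 1.93%. Of 13 mitochondrial protein-coding genes, 6 had under 100 counts over all 12 samples, so this share may be too low.

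The targeted gene was examined first, in every sample. Taz (ENSMUSG00000009995, a protein-coding gene on chromosome X from 74281912 to 74290151 in GRCm38) had 859, 758 and 902 counts in WT normoxia samples 1 to 3 and 1089, 919 and 1325 counts in TAZKo normoxia. It had 510, 589 and 646 counts in WT hypoxia and 691, 948 and 1006 counts in TAZKo hypoxia. Scaled values were 34.6 ± 2.92 CPM (SD, n = 3) in WT normoxia, 42.2 ± 3.18 in TAZKo normoxia, 25.1 ± 1.49 in WT hypoxia and 33.8 ± 1.15 in TAZKo hypoxia. In both conditions every library labelled TAZKo lay above every library labelled WT of that condition. The log2 difference was 0.28 in normoxia (SE 0.079, edgeR adjusted p = 0.0139) and 0.43 in hypoxia (SE 0.08, edgeR adjusted p = 0.00112). Taz transcript was therefore not reduced in the libraries labelled TAZKo, against what the knockout label would give for a lost transcript. Counts per gene do not show whether the transcript is intact. Every direction given below for the genotype rests on the labels, so the samples are called the libraries labelled TAZKo and labelled WT. Hypoxia lowered Taz by a log2 change of -0.46 in the libraries labelled WT (edgeR adjusted p = 0.000308) and -0.32 in those labelled TAZKo (edgeR adjusted p = 0.00476). The difference between these changes missed the threshold (interaction 0.14, SE 0.112, edgeR adjusted p = 0.587). With the replicate number as a block, the genotype differences were 0.29 in normoxia (edgeR adjusted p = 0.00605) and 0.43 in hypoxia (edgeR adjusted p = 0.000428). In the pairing check, deviations of same-numbered samples correlated at 0.13 across all groups, against -0.06 for samples with different numbers. The negative value is tied to the positive one, because deviations cancel within a group. The alternative that moved the normoxia difference most was leaving out one sample, with values from 0.19 to 0.36.

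**Figure D1:**
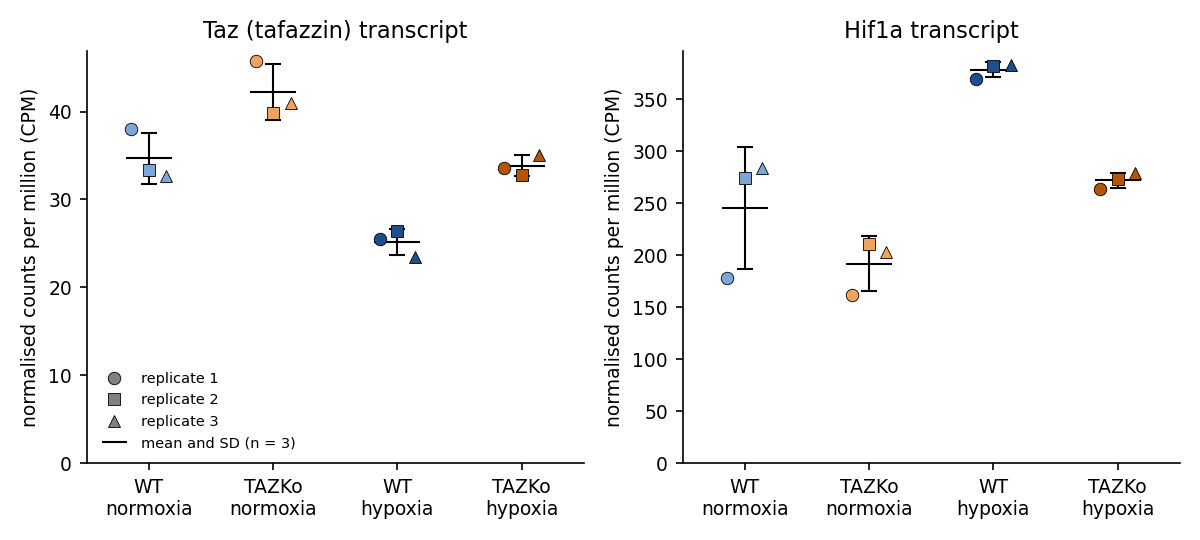
Taz and Hif1a in CPM (linear axes) for each of the 3 samples of the 4 groups as points, with the group mean and SD as bars. Taz lies higher in the libraries labelled TAZKo in both conditions (42.2 against 34.6 CPM in normoxia, 33.8 against 25.1 in hypoxia), and Hif1a in hypoxia lies lower in them (272 against 379 CPM).

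Hif1a (ENSMUSG00000021109, chromosome 12 from 73901375 to 73947530) was compared because the series title names HIF-1a expression. It stood at 245 ± 58.6 CPM (SD, n = 3) in WT normoxia, 192 ± 26.2 in TAZKo normoxia, 379 ± 7.25 in WT hypoxia and 272 ± 7.6 in TAZKo hypoxia. In hypoxia all 3 libraries labelled TAZKo (264, 273 and 279 CPM) lay below all 3 labelled WT (370, 382 and 383 CPM), a log2 difference of -0.48 (SE 0.14, edgeR adjusted p = 0.0183). In normoxia the log2 difference was -0.36 (SE 0.14) and missed the threshold (edgeR adjusted p = 0.0719), with WT normoxia sample 1 at 178 CPM, within the range of the libraries labelled TAZKo. Hypoxia raised Hif1a in both genotypes, by 0.63 in the libraries labelled WT (SE 0.14, edgeR adjusted p = 0.00207) and by 0.51 in those labelled TAZKo (SE 0.141, edgeR adjusted p = 0.0101). The difference between the rises missed the threshold (interaction -0.12, SE 0.198, edgeR adjusted p = 0.817). The replicate block gave -0.34 in normoxia, then past the threshold (edgeR adjusted p = 0.0172), and -0.48 in hypoxia (edgeR adjusted p = 0.00227). Same-numbered samples of the normoxia groups correlated in their deviations at 0.24, against -0.12 for different numbers, and those of the hypoxia groups at 0.05 against -0.03. The hypoxia difference kept its sign in all 12 fits that left out a sample and missed the threshold in 4 of them. Leaving out WT normoxia sample 1 moved the normoxia difference most, to -0.54 (edgeR adjusted p = 0.000138). Counts measure the transcript, and HIF-1a protein was not analysed here.

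Across 14408 tested genes the biological coefficient of variation was 8.6%. On the first principal component (45.7% of variance) the normoxia samples lay from 35.8 to 43.4 and the hypoxia samples from -46.5 to -32.8. On the second (35.2%) the libraries labelled TAZKo lay from 32.6 to 34.5 and those labelled WT from -36.8 to -29. The third component (6.1%) set WT normoxia sample 1 (35.7) apart. Spearman correlations across genes, which are not independent replicates, were 0.9888 to 0.9981 within groups and 0.9594 to 0.9861 between groups.

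**Figure D2:**
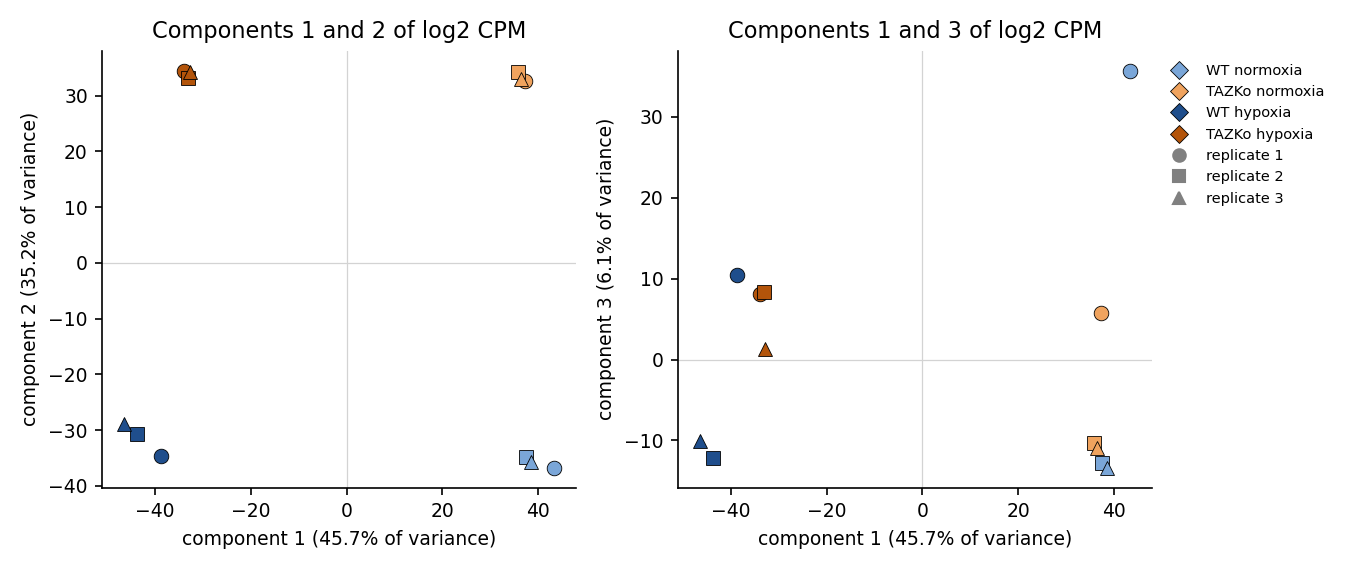
The 12 samples on principal components of log2 CPM, each axis giving its share of variance and each point 1 sample, coloured by group. The first component (45.7%) separates normoxia from hypoxia and the second (35.2%) separates the libraries labelled TAZKo from those labelled WT.

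The genotypes were compared in normoxia to see what differed before any hypoxia. No label says whether the 3 samples of a group come from separately derived lines. If they are repeat cultures of the same line, genotype p-values measure spread between cultures. Differences due to tafazzin could then not be told apart from other differences between the lines, in either condition. At an edgeR quasi-likelihood adjusted p under 0.05, 4384 of 14408 genes differed, 2242 higher and 2142 lower in the libraries labelled TAZKo. Of these, 858 differed at least 2-fold, 359 higher and 499 lower. Without adjustment 5831 genes had a p under 0.05. The replicate block raised the count to 5212, with deviations of same-numbered samples correlated at 0.24 against -0.12 for different numbers. Each lane holds equal numbers of both genotypes, and with lane as a covariate the count was 4543. Among the planned and added alternatives with no fold threshold, the count ranged from 3314 with only the 6 samples compared to 6273 with GC and length offsets and the replicate block. The largest increases chosen by the rule were Cth, Aldh1l2 and Cacna1c. Cth (ENSMUSG00000028179, chromosome 3) went from 12.3 ± 1.35 to 82.5 ± 7.25 CPM (SD, n = 3), a log2 difference of 2.74 (SE 0.128, edgeR adjusted p = 4.85e-09). Aldh1l2 (ENSMUSG00000020256, chromosome 10) went from 51.1 ± 0.561 to 327 ± 19.3 CPM, a log2 difference of 2.68 (SE 0.066, edgeR adjusted p = 1.63e-11). It shares 16.8% of its 50-base words with another gene, and the median of genes on chromosome 10 was itself higher by 0.3. Cacna1c (ENSMUSG00000051331, chromosome 6) rose by 2.56 on the log2 scale (SE 0.113, edgeR adjusted p = 2.63e-09). The largest decreases were near-complete. Stk26 (ENSMUSG00000031112, chromosome X) had 20.7 ± 5.87 CPM in WT and 0.0144 ± 0.025 in TAZKo normoxia, below the floor of 3 counts (log2 difference -10.2, SE 0.472, edgeR adjusted p = 4.24e-09). Wnt5a (ENSMUSG00000021994, chromosome 14 from 28504750 to 28527448) had 17.4 ± 1.93 CPM against 0.0281 ± 0.0486 (-9.16, SE 0.326, edgeR adjusted p = 3.75e-10). Igfbp3 (ENSMUSG00000020427, chromosome 11) had 15.8 ± 1.59 CPM against 0.0384 ± 0.0426 (-8.53, SE 0.434, edgeR adjusted p = 6.22e-08). For these 3 genes, expression in the libraries labelled TAZKo was not detectable at this depth, and the size of the log2 difference depends on the prior of the fit.

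In hypoxia 4723 genes differed between the genotypes, 2283 higher and 2440 lower in the libraries labelled TAZKo (edgeR quasi-likelihood adjusted p under 0.05). Of these, 839 differed at least 2-fold, and 6049 genes had an unadjusted p under 0.05. The replicate block gave 5518 genes (same-numbered deviations correlated at 0.05, different-numbered at -0.03), and lane as a covariate gave 4881. Both conditions shared 2814 genes called in the same direction and 50 in opposite directions. A further 1520 were called in normoxia only and 1859 in hypoxia only. Across genes the log2 differences of the conditions correlated at 0.846 (Pearson). Ogn (ENSMUSG00000021390, chromosome 13) rose most, by 2.56 (2.4 ± 0.271 against 14 ± 1.26 CPM, SE 0.266, edgeR adjusted p = 8.86e-06). Susd2 (ENSMUSG00000006342), on chromosome 10 with its higher median (0.29 in hypoxia), rose by 2.42 (SE 0.132, edgeR adjusted p = 1.96e-08), and Cacna1c by 2.16 (SE 0.108, edgeR adjusted p = 8.69e-09). Igfbp3 had 0 counts in all 3 TAZKo hypoxia libraries against 10.8 ± 3.59 CPM in WT hypoxia (log2 difference -11.06, SE 0.623, edgeR adjusted p = 1.73e-07). Peg3 (ENSMUSG00000002265, chromosome 7) differed by -7.16 (SE 0.284, edgeR adjusted p = 9.69e-10) and Col8a1 (ENSMUSG00000068196, chromosome 16) by -5.8 (37.4 ± 0.481 against 0.685 ± 0.179 CPM, SE 0.139, edgeR adjusted p = 1.27e-11).

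Genotype differences were also read by chromosome, relative to the median of all genes. The median of the 676 genes on chromosome 10 was higher by 0.3 in normoxia and 0.29 in hypoxia in the libraries labelled TAZKo. The medians were -0.23 and -0.27 for the 360 genes of chromosome 18, and -0.28 and -0.27 for the 492 genes of chromosome 19. Medians of the other chromosomes were nearer 0, with chromosome 8 next at -0.17 and -0.14. Of the 4384 genes called in normoxia, 815 (18.6%) lay on these chromosomes, which hold 10.6% of the tested genes, and 3569 lay elsewhere. In hypoxia 809 of the called genes (17.1%) lay on them and 3914 elsewhere. A permutation test that shuffled genes between chromosomes 10000 times gave a two-sided p of 1e-04 for the most distant median in each condition, the smallest it can give. Genes are not independent, so this p describes the gene labels and not replicate cells.

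**Figure D3:**
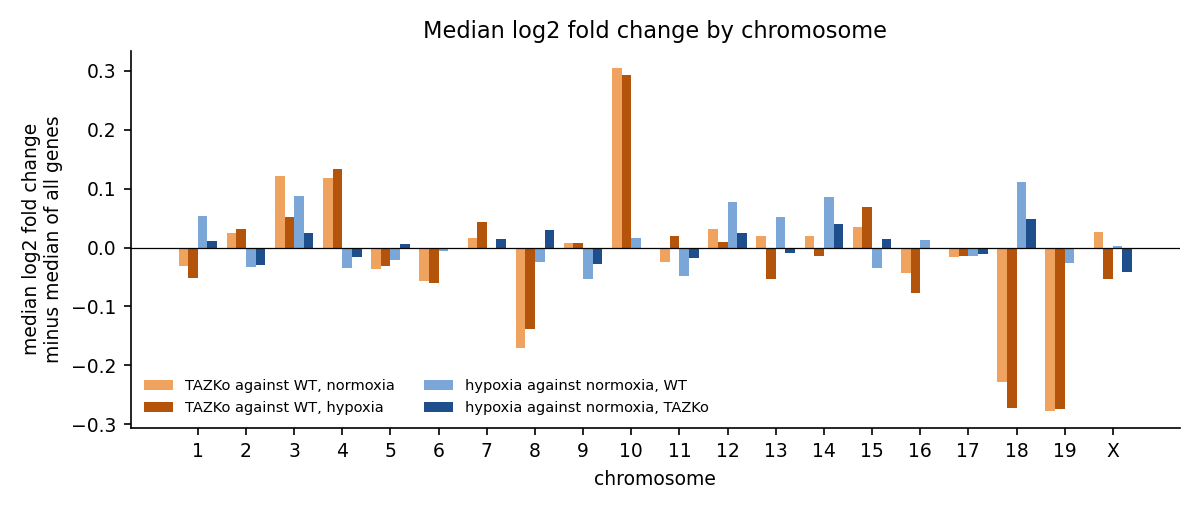
Median log2 difference of the libraries labelled TAZKo against those labelled WT per chromosome, relative to the median of all tested genes, in normoxia and in hypoxia. Chromosome 10 lies at 0.3 and 0.29, chromosome 18 at -0.23 and -0.27, and chromosome 19 at -0.28 and -0.27.

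Hypoxia was compared with normoxia in each genotype to give the response itself. In the libraries labelled WT 7355 genes changed, 3750 up and 3605 down (edgeR quasi-likelihood adjusted p under 0.05), 1174 of them up and 436 down at least 2-fold. Unadjusted p-values were under 0.05 for 8174 genes. In the libraries labelled TAZKo 6309 genes changed, 3198 up and 3111 down, with 919 up and 297 down at least 2-fold and 7290 at an unadjusted p under 0.05. The replicate block gave 8032 and 7010 genes, with same-numbered deviations correlated at 0.24 in WT and 0.03 in TAZKo (different-numbered -0.11 and -0.02). In these comparisons sample 2 changes lane together with condition, so lane cannot be fully separated from hypoxia. With lane as a covariate the counts were 7188 and 6276. Scaling by library size alone moved the median of all genes by -0.107 in WT and -0.094 in TAZKo, and gave 7783 and 6863 genes. Their balance then shifted to 2966 up and 4817 down in WT and to 2470 up and 4393 down in TAZKo. Both genotypes shared 5147 genes in the same direction (2657 up, 2490 down), 33 in opposite directions, 2175 in WT only and 1129 in TAZKo only. Across genes the log2 responses correlated at 0.859 (Pearson) and 0.812 (Spearman).

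The largest increases in WT were Gpr35 (ENSMUSG00000026271, chromosome 1), the gene ENSMUSG00000096001 (chromosome 14, known by a RIKEN clone name) and Mettl7b (ENSMUSG00000025347, chromosome 10). Gpr35 rose from 0.0683 ± 0.0226 to 15.6 ± 3.09 CPM (SD, n = 3), a log2 change of 7.74 (SE 0.312, edgeR adjusted p = 3.32e-10), and by 7.8 in the libraries labelled TAZKo (SE 0.286, edgeR adjusted p = 1.66e-10). ENSMUSG00000096001 rose by 7.19 in WT (SE 0.217, edgeR adjusted p = 1.82e-11). Mettl7b, on chromosome 10 with its shifted genotype median, rose by 5.96 in WT (SE 0.142, edgeR adjusted p = 2.02e-12) and by 5.45 in TAZKo (SE 0.162, edgeR adjusted p = 2.1e-11). Acap1 (ENSMUSG00000001588, chromosome 11) completed the TAZKo list with 5.45 (SE 0.169, edgeR adjusted p = 3.17e-11). Gpr35 had 0 to 4 counts and ENSMUSG00000096001 2 to 9 in the normoxia samples, near the floor of 3 counts, so the sizes of these rises are uncertain. The largest decreases were the same genes in both genotypes. Angptl7 (ENSMUSG00000028989, chromosome 4) fell from 39.6 ± 5.98 to 0.0841 ± 0.0903 CPM in WT (-8.77, SE 0.412, edgeR adjusted p = 1.38e-09) and by -7.58 in TAZKo (SE 0.403, edgeR adjusted p = 7.13e-09), with 0 to 5 counts in the hypoxia samples, so the size of its fall is uncertain as well. Tgm2 (ENSMUSG00000037820, chromosome 2), which shares 18.8% of its 50-base words with other genes, changed by -4.44 in WT and -3.08 in TAZKo. Fmnl1 (ENSMUSG00000055805, chromosome 11) changed by -3.7 and -2.56.

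Among the fixed genes, Vegfa (ENSMUSG00000023951, chromosome 17 from 46016993 to 46032369) went from 54.4 ± 8.16 to 355 ± 26.2 CPM in WT, a log2 change of 2.71 (SE 0.095, edgeR adjusted p = 8.37e-11). In the libraries labelled TAZKo it went from 111 ± 4.76 to 301 ± 6.18 CPM, a change of 1.44 (SE 0.091, edgeR adjusted p = 4.25e-08). Car9 changed by 1.35 in WT (SE 0.148, edgeR adjusted p = 5.29e-06) and by 0.28 in TAZKo (SE 0.153, edgeR adjusted p = 0.161). Slc2a1 (2.41 in WT, 2.46 in TAZKo), Pdk1 (2.65 and 2.73) and Egln3 (3.73 and 3.62) rose in both genotypes, as did Ldha (2.04 and 2.34), Pgk1 (2.02 and 2.35) and Bnip3 (3.87 and 4.32). The last 3 share 16.6%, 68% and 62.4% of their 50-base words with other genes, so their counts depend on how shared reads were assigned and are uncertain. Rela, on chromosome 19 with its lower genotype median, rose by 0.65 in WT and 0.61 in TAZKo. Epas1 rose by 0.3 in WT (edgeR adjusted p = 0.01) and 0.05 in TAZKo (edgeR adjusted p = 0.668), and Nfkb1 by 0.22 (edgeR adjusted p = 0.00716) and 0.07 (edgeR adjusted p = 0.353). The small TAZKo changes of Epas1 and Nfkb1 change sign when scaled by library size alone (-0.044 and -0.022). Their WT rises missed the threshold with library size alone (edgeR adjusted p = 0.0736 and 0.146) and without a filter (edgeR adjusted p = 0.0591 and 0.199). That of Nfkb1 also missed it with upper quartile scaling (edgeR adjusted p = 0.0516) and GC and length offsets (edgeR adjusted p = 0.106). Of the 12 left-out fits, the WT rise missed it in 2 for Epas1 and 4 for Nfkb1.

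**Figure D4:**
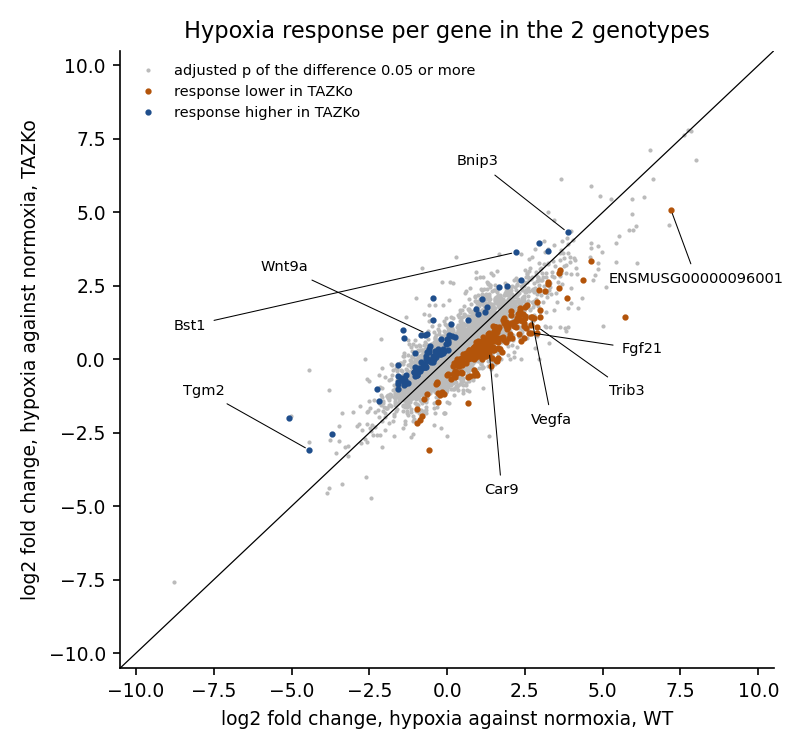
Log2 fold change of hypoxia against normoxia in the libraries labelled WT (x axis) and those labelled TAZKo (y axis), 1 point per tested gene (14408). Genes whose response differed between genotypes (350) are coloured, and fixed and rule-chosen genes such as Vegfa (2.71 in WT, 1.44 in TAZKo) are named.

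The difference between the hypoxia responses of the genotypes was tested directly. The interaction was past an edgeR quasi-likelihood adjusted p of 0.05 in 350 genes, 104 with a higher and 246 with a lower response in the libraries labelled TAZKo. At least a 2-fold difference was seen in 82, and 2273 genes had an unadjusted p under 0.05. The replicate block gave 639 genes and pairing the 6 same-numbered samples gave 819, with deviations correlated at 0.13 for same and -0.06 for different numbers. Of the alternatives tried, GC and length offsets with the replicate block moved this count most, to 1030. Of the 350 genes, 289 changed less in size in the libraries labelled TAZKo and 61 changed more. In 227 genes a rise in WT was smaller in TAZKo, and 136 of these were also higher in TAZKo normoxia. The interaction subtracts the genotype difference in normoxia from that in hypoxia, so choosing genes by it favours this overlap. No expected number was computed. The largest negative differences were ENSMUSG00000096001 (-2.1, SE 0.493, edgeR adjusted p = 0.0423, on 2 to 9 counts in normoxia), Fgf21 (ENSMUSG00000030827, chromosome 7; -1.79, SE 0.241, edgeR adjusted p = 0.0019) and Trib3 (ENSMUSG00000032715, chromosome 2; -1.79, SE 0.164, edgeR adjusted p = 0.00016). Trib3 had 21.9 ± 4 CPM (SD, n = 3) in WT normoxia, 113 ± 10.1 in TAZKo normoxia, 147 to 181 in the 3 WT hypoxia samples and 244 ± 15.3 in TAZKo hypoxia, so its level stayed higher in TAZKo while its fold change was smaller. The largest positive differences were Wnt9a (ENSMUSG00000000126, chromosome 11; 1.51, SE 0.165, edgeR adjusted p = 0.000399), Bst1 (ENSMUSG00000029082, chromosome 5; 1.44, SE 0.31, edgeR adjusted p = 0.0279) and Tgm2 (1.36, SE 0.324, edgeR adjusted p = 0.0452). Wnt9a fell in WT (10.7 ± 0.336 to 6.79 ± 0.511 CPM) and rose in TAZKo (4.62 ± 0.282 to 8.48 ± 1.37 CPM).

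Of the fixed genes, Vegfa (-1.27, SE 0.127, edgeR adjusted p = 0.000241) and Car9 (-1.08, SE 0.214, edgeR adjusted p = 0.0179) responded less in the libraries labelled TAZKo. Bnip3 responded more (0.45, SE 0.107, edgeR adjusted p = 0.045), with 62.4% of its words shared with other genes. The differences of Slc2a1 (0.052, edgeR adjusted p = 0.878), Pdk1 (0.076, edgeR adjusted p = 0.685), Egln3 (-0.12, edgeR adjusted p = 0.598), Ldha (0.3, edgeR adjusted p = 0.239) and Pgk1 (0.33, edgeR adjusted p = 0.168) did not pass. Neither did those of Epas1 (-0.25, edgeR adjusted p = 0.343), Nfkb1 (-0.15, edgeR adjusted p = 0.435) and Rela (-0.039, edgeR adjusted p = 0.902). With the replicate block Ldha passed (0.3, edgeR adjusted p = 0.0372).

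Among 8567 genes with a mean hypoxia effect over both genotypes (edgeR adjusted p under 0.05), 5538 (64.6%) changed less in the libraries labelled TAZKo. The median difference in the direction of the change was -0.079 on the log2 scale, and -0.09, -0.065 and -0.092 for replicate numbers 1, 2 and 3 (SD 0.015). It was -0.096 for 4319 induced and -0.066 for 4248 repressed genes. The replicate block gave -0.077 (same-numbered deviations correlated at 0.13). Of 1426 genes with a mean change of at least 2-fold, 63.9% changed less, with a median difference of -0.191. GC and length offsets brought the median difference to -0.054.

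Fixed gene lists were compared to follow the HIF-1 response and related programs. HIF-1 targets rose with hypoxia in WT by a mean log2 change of 2.54 (33 of 33 tested genes up, camera adjusted p = 6.29e-120) and in TAZKo by 2.37 (31 up, camera adjusted p = 1.32e-145). Scores were 4.78 ± 0.02 in WT normoxia, 4.67 ± 0.01 in TAZKo normoxia, 7.23 ± 0.05 in WT hypoxia and 6.88 ± 0.01 in TAZKo hypoxia (mean log2 CPM, SD, n = 3). In hypoxia the list was lower in the libraries labelled TAZKo by -0.39 (25 of 33 genes lower, 13 of them past an edgeR adjusted p of 0.05, camera adjusted p = 0.00232). The median over its genes was -0.17. The most negative genes, Tmem45a (-3.587), Adm (-1.655) and Slc2a3 (-1.434), had 82, 113 and 94 counts over all 12 samples, so the mean rests in part on few reads. In normoxia the difference was -0.22 and missed the threshold (camera adjusted p = 0.151), though 25 of 33 genes were lower there too and 17 of them past an edgeR adjusted p of 0.05. The difference in response was -0.17 (17 genes up and 16 down) and missed the threshold (camera adjusted p = 0.152). By replicate number the score rose by 2.45, 2.41 and 2.49 in the libraries labelled WT and by 2.21 in each pair of those labelled TAZKo, a smaller rise in all 3 pairs (difference -0.24, exact two-sided permutation p = 0.1, the smallest it can give). Glycolysis genes rose by 1.67 in WT (15 of 16 up, camera adjusted p = 1.03e-40) and 1.83 in TAZKo (16 of 16 up, camera adjusted p = 7.74e-64). They were lower in TAZKo normoxia by -0.24 (14 of 16 lower, camera adjusted p = 0.00865) and not in hypoxia (-0.083, camera adjusted p = 0.418), and the response was larger in TAZKo by 0.15 (12 of 16 genes, camera adjusted p = 0.00234). The normoxia difference missed the threshold without WT normoxia sample 1 (-0.17, camera adjusted p = 0.0658). In the 8 glycolysis genes that share under 10% of their words with other genes, neither difference passed (-0.074 in normoxia, camera adjusted p = 0.622; response -0.001, camera adjusted p = 0.913). NF-kB targets did not pass between genotypes in normoxia (0.14, camera adjusted p = 0.152) or hypoxia (-0.12, camera adjusted p = 0.813), nor with hypoxia in WT (0.17, camera adjusted p = 0.827) or TAZKo (-0.091, camera adjusted p = 0.269), while their response was lower in TAZKo by -0.26 (13 of 22 genes lower, camera adjusted p = 0.00232). Nuclear-encoded respiratory chain genes fell with hypoxia by -0.31 in WT (48 of 49 down, camera adjusted p = 1.94e-05) and -0.26 in TAZKo (46 down, camera adjusted p = 2.84e-05), with no difference past the threshold between genotypes (camera adjusted p = 0.136, 0.51 and 0.155). Of 13 mitochondrially encoded genes 7 passed the filter, and none of their 5 tests passed. The replicate block gave the same calls for the other lists, with HIF-1 targets in hypoxia at -0.39 (camera adjusted p = 0.00232), and brought the interaction of the mitochondrial genes past the threshold (-0.31, camera adjusted p = 0.0341). The pairing check stood at 0.13 against -0.06. Every exact two-sided permutation test of the scores gave a p of 0.1 or more, and 0.1 is the smallest it can give. Estimating the inter-gene correlation moved the lists most: only the rises of HIF-1 targets and glycolysis with hypoxia in both genotypes still passed.

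**Figure D5:**
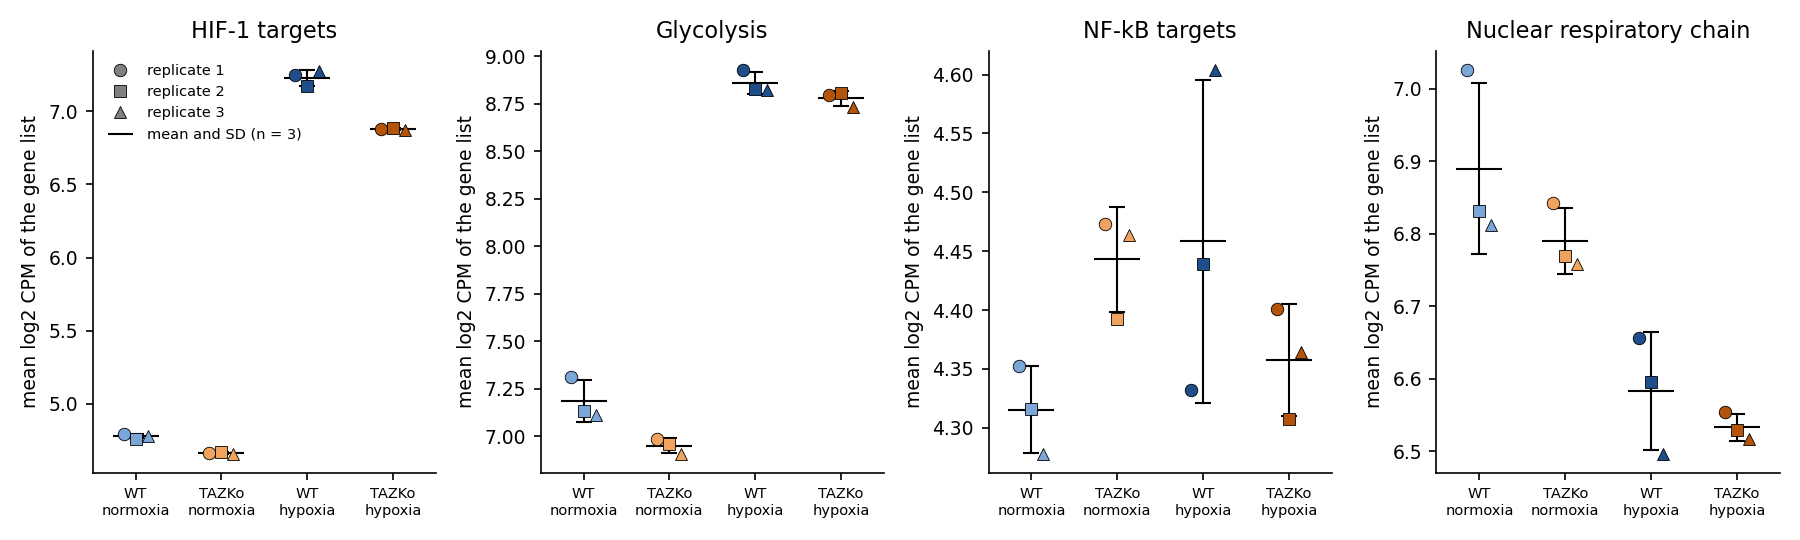
Mean log2 CPM of 4 gene lists in each of the 12 samples as points, with the mean and SD of the 3 samples per group, each list on its own axis range. HIF-1 targets rise from 4.78 to 7.23 in the libraries labelled WT and from 4.67 to 6.88 in those labelled TAZKo.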

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

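The tests of the 350 genes against WT normoxia sample 1, lane, GC content, depth and scaling, and the tests of reads shared by Bnip3 and by glycolysis genes, were chosen only after the result was seen. All results in this part are differences between the hypoxia responses of the libraries labelled TAZKo and labelled WT, and each was tested as an interaction. Their direction follows the labels, which the Taz transcript goes against.

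The first is the count of 350 genes with an edgeR quasi-likelihood adjusted p under 0.05 for the interaction, 246 lower and 104 higher in the libraries labelled TAZKo. The excess of lower responses was not kept under every alternative. Without a filter on low counts 400 genes were higher and 327 lower, and without WT hypoxia sample 1 415 were higher and 296 lower. In the other fits run, more genes were lower than higher. The cause was not tested.

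Technical explanations were tested by refitting and counting how many of the 350 genes stayed called in the same direction. Without WT normoxia sample 1, which stands apart from its group, 97.4% stayed. Leaving out other single samples kept from 48.3% (WT hypoxia sample 3) to 94% (WT hypoxia sample 1) and 49.4% without TAZKo normoxia sample 2. These fits also change the scaling, so fewer samples and changed scaling were not separated. With lane as a covariate 94.9% stayed. The lanes are laid out alike in both genotypes, so this fit could not have shown an effect of lane on the interaction. One that differs between genotypes could act only through the samples numbered 2, which alone change lane with hypoxia. The 350 genes were not counted without all of these samples, so such an effect remains open for them as a set. With GC and length offsets and the replicate block 98.9% stayed. Thinning all libraries to one depth kept 81.1%, with 133 higher and 190 lower. Taking WT normoxia sample 1 as the TMM reference, at full depth, kept 91.7%, with 152 higher and 217 lower, so whether thinning removed calls through depth or through scaling was not separated. Scaling by library size alone kept 95.4%, but it moves the interaction by only 0.012 and does not change how reads were assigned to genes, so an effect of the authors' unstated counting remains open. Chromosomes 10, 18 and 19, whose medians differ between the genotypes, hold 10.3% of the 350 genes and 10.6% of the genes tested. The tests of WT normoxia sample 1, GC content with length, thinning and these chromosomes each left most of the calls in place.

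The real grouping of the 6 pairs of normoxia and hypoxia samples was then set against other groupings. In the paired fit the real split gave 819 genes, and 1 of the 4 splits that part all 3 same-numbered pairs gave as many, the real one itself. The other 3 gave 0 genes with an adjusted p under 0.05, with 139 to 343 genes at an unadjusted p under 0.05. The remaining 6 splits part 1 same-numbered pair and keep the others together, and they also gave 0 genes, with up to 860 at an unadjusted p under 0.05. With 4 comparable splits the share cannot fall below 1 in 4 whatever the data, so by this count the pattern cannot be told apart from a chance split of the cultures, and the count speaks neither for nor against one.

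Of the genes chosen by the rule, Wnt9a (1.51), Fgf21 (-1.79) and Trib3 (-1.79) passed in all 12 fits that left out a sample and all 12 other alternatives run for them. Their edgeR adjusted p-values were 0.000399, 0.0019 and 0.00016, and the same-numbered differences of all 3 TAZKo pairs lay on one side of all 3 WT pairs. Bst1 (1.44, edgeR adjusted p = 0.0279) passed in 4 of the 12 fits that left out a sample, Tgm2 (1.36, edgeR adjusted p = 0.0452) in 3 and ENSMUSG00000096001 (-2.1, edgeR adjusted p = 0.0423) in 3. Of the 12 other alternatives, Bst1 passed in 12, and Tgm2 and ENSMUSG00000096001 in 11 each. The one they missed was thinned libraries (edgeR adjusted p = 0.0577 and 0.107), though all 3 pairs of one genotype lay on one side of the other. Tgm2 shares 18.8% of its words with other genes. ENSMUSG00000096001 had 2, 2 and 5 counts in WT normoxia and 6, 3 and 9 in TAZKo normoxia, at or near the floor of 3 counts, so its difference in response rests on few reads. These 6 genes were chosen for their large differences, so the sizes are likely overstated to some degree. The left-out fits gave 1.17 to 1.86 for Tgm2 and -2.53 to -1.84 for ENSMUSG00000096001. The gene calls come from the same split of the samples (1 of 4), to which the same limit applies.

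Of the fixed genes, Vegfa differed by -1.27 (edgeR adjusted p = 0.000241) and passed in all 12 left-out fits and all 12 other alternatives. Its level was 111 against 54.4 CPM in normoxia and 301 against 355 in hypoxia, with a log2 difference between genotypes of 1.03 in normoxia (edgeR adjusted p = 1.93e-06) and -0.24 in hypoxia, which missed the threshold (edgeR adjusted p = 0.0553). For Vegfa and Car9 the rise was smaller in all 3 TAZKo pairs than in all 3 WT pairs. Car9 differed by -1.08 (edgeR adjusted p = 0.0179) and passed in 8 of 12 left-out fits and in all 12 other alternatives, at 3.91 to 9.96 CPM. Bnip3 differed by 0.45 (edgeR adjusted p = 0.045) and passed in 2 of 12 left-out fits and in all 12 other alternatives (0.451 to 0.591). Of its 50-base words 62.4% occur in another gene, so although the 3 TAZKo pairs lay above the 3 WT pairs, the difference for Bnip3 cannot be told apart from an effect of how the authors' counting assigned shared reads.

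Of the gene lists, glycolysis responded more in the libraries labelled TAZKo (0.155, 12 of 16 genes, camera adjusted p = 0.00234). NF-kB targets responded less (-0.258, 13 of 22 genes, camera adjusted p = 0.00232). Both passed in all 12 left-out fits, and both failed when the inter-gene correlation was estimated from the data (camera adjusted p = 0.578 and 0.21). Across the left-out fits the NF-kB difference ran from -0.289 to -0.142, the smallest without WT hypoxia sample 3. Of the 4 comparable splits, 1 gave a camera p as small for glycolysis and 2 for NF-kB targets. Of all 10 splits, 1 and 3 did. For NF-kB targets another grouping of the samples therefore gave a camera p as small. Any such grouping keeps most samples of each genotype together and so holds part of the genotype contrast. It cannot show whether the difference would arise without genotype. For glycolysis 1 of 4 is the least the splits can give, so a chance split cannot be excluded. Glycolysis was lower in TAZKo normoxia by -0.24, and without WT normoxia sample 1 the difference in response shrank to 0.087, so part of it could come from that sample. Of the 16 genes, 8 share at least 10% of their words with other genes, from Gpi1 (10.2%) to Eno1 (72.2%). These 8 had a mean difference of 0.312, all of them higher, and the other 8 one of -0.001, with 4 higher and 4 lower (camera adjusted p = 0.913 over 10 tests). The larger response of the list therefore cannot be told apart from an effect of how shared reads were counted.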

How the results depend on the processing

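The GC and length offsets, thinning and the change of TMM reference were chosen only after results had been seen; the other alternatives were set beforehand. In all, 130 results were recomputed under 18 settings and 12 fits that left out 1 sample each, where a setting applied. Every change named here is given as measured, and the cause was not tested unless a value is given for it.

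The counts of genes for the genotype in normoxia and hypoxia and for hypoxia in WT and TAZKo stayed within 1.5 times the reported ones, except with a fold threshold. A log2 change of at least 1 left 858, 839, 1610 and 1216 genes (4384, 4723, 7355 and 6309 without it) and 82 of 350 for the interaction. The fits that left out a sample gave 3349 to 4961, 3765 to 6149, 6510 to 7679 and 5367 to 7678 genes. The interaction count depended more on the choices. It was 350 as reported, 548 with DESeq2, 639 with the replicate block, 727 without a filter, 818 with GC and length offsets, 819 with paired samples, 1030 with offsets and replicate block, and 174 to 711 across the left-out fits. Its balance of 104 higher and 246 lower turned to 400 and 327 without a filter and to 415 and 296 without WT hypoxia sample 1. The cause was not tested.

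Hif1a in normoxia passed the threshold with the replicate block (-0.34, edgeR adjusted p = 0.0172), DESeq2 (-0.37, adjusted p = 0.0291), DESeq2 size factors in edgeR (-0.37, adjusted p = 0.0498), upper quartile scaling (-0.37, edgeR adjusted p = 0.0486), no filter (-0.39, edgeR adjusted p = 9.54e-06), GC and length offsets (-0.41, edgeR adjusted p = 0.00022) and offsets with replicate block (-0.41, edgeR adjusted p = 6.19e-05). Left-out fits gave -0.54 to -0.27. Every setting kept its sign. Its interaction reversed to 0.004 with GC and length offsets and 0.001 with offsets and replicate block, and ran from -0.21 to 0.064 in left-out fits. Across left-out fits Hif1a in hypoxia ran from -0.51 to -0.46 and missed the threshold in 4 of 12. Its rise in TAZKo ran from 0.36 to 0.55 and missed it in 1, and Taz in normoxia ran from 0.19 to 0.36 and missed it in 3. The cause was not tested.

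The interaction of Slc2a1 reversed to -0.019 with GC and length offsets and -0.02 with offsets and replicate block, and ran from -0.028 to 0.15 in left-out fits. That of Rela reversed to 0.013 without a filter and ran from -0.12 to 0.037. Scaling by library size alone reversed the TAZKo hypoxia changes of Epas1 (-0.044) and Nfkb1 (-0.022). It shifts the median of all genes by -0.094 there, more than either reported change. Epas1 in TAZKo ran from -0.017 to 0.083 in left-out fits. None of these reported changes passed its threshold. For other named genes, 11 results changed under other settings, 8 weaker and 3 stronger, and 47 in left-out fits, 46 weaker and 1 stronger. Of the scores of gene lists, 23 of 150 moved by more than the SD between replicates under other settings and 53 of 300 in left-out fits.

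With the inter-gene correlation estimated, camera no longer passed HIF-1 targets between genotypes in hypoxia (-0.39, adjusted p = 0.21), the NF-kB interaction (-0.26, adjusted p = 0.21), nuclear respiratory genes in WT and TAZKo hypoxia (-0.31 and -0.26, adjusted p = 0.578), or glycolysis in normoxia and in the interaction (-0.24 and 0.15, adjusted p = 0.578). HIF-1 targets and glycolysis still rose with hypoxia past the threshold in both genotypes. Without a filter, HIF-1 targets in normoxia (-0.21, camera adjusted p = 0.00261) and nuclear respiratory genes in normoxia (-0.14, camera adjusted p = 0.000434) and in the interaction (0.105, camera adjusted p = 0.00295) passed. NF-kB targets in WT hypoxia (mean 0.091) turned to the opposite camera direction. The mitochondrial genes passed for the interaction with the replicate block (-0.31, camera adjusted p = 0.0341), and in TAZKo hypoxia with GC and length offsets (-0.42, camera adjusted p = 0.0294) and offsets with replicate block (-0.42, camera adjusted p = 0.0209). Across left-out fits, glycolysis in normoxia ran from -0.31 to -0.17, and without WT normoxia sample 1 it no longer passed (-0.17, camera adjusted p = 0.0658). NF-kB targets between genotypes in hypoxia ran from -0.19 to -0.041 and with hypoxia in WT from 0.023 to 0.2. Nuclear respiratory genes in normoxia ran from -0.18 to -0.031, and their interaction from -0.02 to 0.12. Mitochondrial genes between genotypes in hypoxia ran from -0.064 to 0.057, with hypoxia in WT from -0.31 to 0.062, and their interaction from -0.44 to -0.035. The cause was not tested.

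The shared hypoxia response kept its sign in all settings run. Its median of -0.079 moved to -0.054 with GC and length offsets, with or without the replicate block, to -0.191 for genes with at least 2-fold mean change, and between -0.11 and -0.055 in left-out fits, while 61.9% to 67.6% of the genes changed less in the libraries labelled TAZKo. Taking WT normoxia sample 1 as the TMM reference shifted genotype differences in normoxia by -0.033 and hypoxia changes in WT by -0.054. This changed the balance of calls in normoxia to 1961 up and 2535 down, from 2242 and 2142. The numbers of genes up and down therefore depend on the reference.

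Counts from other groupings of the same samples bear on all tests. In each of the 5 comparisons, 1 of the 4 splits that part all same-numbered pairs gave as many genes, the real one. The other 9 of all 10 splits gave 0 genes in each comparison. At an unadjusted p under 0.05 these 9 gave 129 to 1616 genes for the genotype in normoxia, 124 to 738 in hypoxia, 148 to 1514 for hypoxia in WT and 95 to 196 in TAZKo. The 6 splits outside the 4 part 1 pair only. For the gene lists, the number of the 4 splits with a camera p as small was, in the order HIF-1 targets, glycolysis, NF-kB, nuclear and mitochondrial respiratory genes, 3, 3, 2, 4 and 3 for the genotype in normoxia. It was 2, 2, 4, 3 and 4 in hypoxia, 1, 1, 3, 3 and 4 for hypoxia in WT, 1, 1, 1, 2 and 2 in TAZKo, and 2, 1, 2, 2 and 2 for the interaction. The shared response was as large in 1 of 4. A share of 1 in 4 is the least 4 splits can give whatever the data, so a count of 1 cannot exclude a chance split and is no evidence for one. The margins differ. For HIF-1 targets with hypoxia in WT the real split had a camera p of 5.03e-121, and the smallest among the other 9 permutations of the labels was 4.29e-09. The lower HIF-1 targets in hypoxia and lower glycolysis in normoxia are matched by other splits. Each other split keeps most samples of a group together and so holds part of the real contrast. A match therefore cannot show that a difference arises without that contrast.

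Depth limits genes with few counts. The floor of 3 counts is 0.096 to 0.143 CPM, so the TAZKo values of Stk26, Wnt5a and Igfbp3 lie below what a library can show. Others near it are ENSMUSG00000096001 (2 to 9 counts in normoxia), Gpr35 (0 to 4 in normoxia) and Angptl7 (0 to 5 in hypoxia), so the sizes of their changes are uncertain. Thinning all libraries to the lowest total left 323 genes in the interaction, though thinning also changes the scaling.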

Other observations

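The tests of a difference shared by the samples numbered 1, of mitochondrial reads shared with other genes and of exchanged Taz labels were chosen only after the result was seen. The follow-up tests of the chromosome pattern and the GC test of WT normoxia sample 1 were chosen after the pattern but before their own outcome was seen.

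Whole chromosomes differed between the genotypes. The test asked whether a chromosome median lay more than 0.2 from the median of all genes in both conditions. Chromosome 10 lay at 0.305 in normoxia and 0.293 in hypoxia, with 85.1% and 84.3% of its 676 genes above 0 in the libraries labelled TAZKo. Chromosome 18 (-0.228 and -0.273) and chromosome 19 (-0.277 and -0.274) passed as well. Per sample, relative expression of chromosome 10 was -0.158 to -0.157 in WT normoxia, 0.143 ± 0.008 in TAZKo normoxia, -0.138 ± 0.01 in WT hypoxia and 0.144 ± 0.002 in TAZKo hypoxia (log2, SD, n = 3). Of 133 windows of 100 neighbouring genes, 13 lay beyond 0.2 in both conditions, against 1 for hypoxia in both genotypes. Of the 13, 11 lay on chromosomes 10, 18 and 19, 1 on chromosome 1 (171213970 to 182462432, -0.217 and -0.255) and 1 on chromosome 4 (90368731 to 114987241, 0.213 and 0.216). All 7 windows of chromosome 8 lay below 0 in both conditions, with a chromosome median of -0.171 and -0.138. For hypoxia against normoxia the most distant chromosome median was 0.111 in WT (permutation p = 3e-04, two-sided) and 0.049 in TAZKo (permutation p = 0.157, two-sided), both on chromosome 18. GC and length offsets with the replicate block left chromosome 10 at 0.306, thinning at 0.312 and leaving out WT normoxia sample 1 at 0.294. Of the splits that part all same-numbered pairs, 1 of 4 gave a median as far out, and the largest median of any other split was 0.138. A candidate explanation is that the cell lines differ in copy number of chromosomes 10, 18 and 19, or of segments there and elsewhere, in all or in part of the cells. With 4 splits, of the normoxia samples alone, a chance split of the cultures cannot be excluded. In hypoxia chromosome 10 again set every library labelled TAZKo (0.142 to 0.146) apart from every one labelled WT (-0.149 to -0.13). For chromosome 10 this argues against a chance split, provided that normoxia and hypoxia samples came from separate cultures. No label states whether they did, and DNA was not analysed here. If copy number is the source, some of the genotype differences might reflect the derivation of the lines and not tafazzin. Chromosomes 10, 18 and 19 hold 815 of the 4384 genes called in normoxia, and the 3569 elsewhere are not free of such shifts.

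The HIF-1 and glycolysis differences between genotypes were also tested without these chromosomes. Without their genes, and at the fixed inter-gene correlation of 0.01, camera still gave lower HIF-1 targets in the libraries labelled TAZKo in hypoxia (-0.42, 23 of 29 genes lower, p = 0.000391, adjusted p = 0.000783) and lower glycolysis in normoxia (-0.28, 12 of 13 genes lower, p = 0.00186, the same after adjustment over these tests). The glycolysis difference in normoxia did not pass without WT normoxia sample 1 (-0.17, camera adjusted p = 0.0658). It was -0.402 in the 8 genes that share at least 10% of their words with other genes and -0.074 in the other 8 (camera adjusted p = 0.622). The mean therefore rests mostly on genes whose counts depend on how shared reads were assigned. Of the other 8 genes, 6 were lower too, among them Tpi1 (-0.448) and Aldoc (-0.405), and 2 were higher, among them Hk1 (0.448). HIF-1 targets in hypoxia were lower by -0.461 in the 27 genes that share fewer words (20 of 27 lower, camera adjusted p = 0.000469) and by -0.062 in the other 6 (5 of 6 lower). The 27 include Tmem45a, Adm and Slc2a3, the most negative genes of the list, which had few counts. In the interaction the 27 had a mean of -0.267 (camera adjusted p = 0.00137) but were near balanced, with 15 lower and 12 higher, and the other 6 went the opposite way (0.272, 5 of 6 higher). The list of all 33 missed the threshold. This split of the lists was chosen after the results had been seen.

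Among genes with a smaller hypoxia response in the libraries labelled TAZKo were Trib3 (-1.79), Fgf21 (-1.79), Atf3 (-1.78) and Chac1 (-1.68), known targets of the stress-response factor ATF4. A list of 28 other genes of this pathway, written before it was tested, was therefore examined. Cth, seen earlier among the largest genotype differences, is on it. In the interaction the list had a mean log2 difference of -0.58, with 26 of 28 genes lower (camera at an inter-gene correlation of 0.01, p = 6.05e-24, adjusted p = 1.51e-23 over 5 contrasts). With the inter-gene correlation estimated the p was 0.0133. The score was 5.91 ± 0.1 in WT normoxia, 6.71 ± 0.07 in TAZKo normoxia, 6.93 ± 0.1 in WT hypoxia and 7.13 ± 0.06 in TAZKo hypoxia (mean log2 CPM, SD, n = 3). The list was higher in the libraries labelled TAZKo in normoxia, by 0.76 (p = 0.0104 with the inter-gene correlation estimated). The difference of 0.18 in hypoxia, with 23 of 28 genes higher, passed at the fixed inter-gene correlation of 0.01 (camera adjusted p = 2.23e-05). It did not pass with the inter-gene correlation estimated (camera p = 0.216). Vldlr went furthest the other way, at -5.33. The exact two-sided permutation test of the paired differences (-0.6) gave p = 0.1, the smallest it can give. Leaving out WT normoxia sample 1 gave a mean of -0.646, GC and length offsets with the replicate block -0.616 and thinning -0.563, so none of these accounts for it. Lane as a covariate gave -0.582, but the lanes are laid out alike in both genotypes, so that fit could not have moved the difference. Of the 4 comparable splits, 1 gave a camera p as small, but wrong groupings also gave very small ones. In the paired fit the p was 4.39e-24 for the real split and, among permutations of the labels, 9.78e-14 for another split that parts all pairs and 8.37e-15 and 3.55e-13 for splits that part 1 pair. Each of these groupings keeps part of the genotype contrast, so a small p there does not by itself show chance at work. The camera p at the fixed inter-gene correlation still overstates the evidence, since it was 0.0133 with the correlation estimated. A higher level in normoxia does not account for all of these genes. In hypoxia Atf3 (-1.3, edgeR adjusted p = 5.87e-07), Fgf21 (-0.69, edgeR adjusted p = 0.00305), Ppp1r15a (-0.68, edgeR adjusted p = 0.000257) and Slc3a2 (-0.39, edgeR adjusted p = 0.00123) were lower in the libraries labelled TAZKo, while Trib3 was higher (0.59, edgeR adjusted p = 0.00129). All samples numbered 1 carry lane 4 and all numbered 3 carry lane 5. An effect of lane, even one that differs between genotypes, therefore cancels from the rises within these numbers. For number 1 the list score rose from 6.02 to 6.83 in WT and from 6.78 to 7.2 in TAZKo. For number 3 it rose from 5.84 to 7.04 and from 6.63 to 7.07. The rise was smaller in TAZKo in both, which argues against lane as the source for this list. The pattern cannot be told apart from a chance split of the cultures.

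WT normoxia sample 1 stood apart from samples 2 and 3. Its Spearman correlation across genes with sample 2 was 0.9892, against 0.9979 between samples 2 and 3. GC content and gene length explained 19.1% of the variance of its deviations from the mean of the 12 samples, against 0.6% to 3.9% in the others. Removing these trends raised the correlation to 0.9951, still below 0.9979, so they account for part of the distance and not all. Thinning to one depth left it at 0.989. Deviations of samples numbered 1 correlated at 0.19 between groups, against 0.05 for number 2, 0.14 for number 3 and -0.06 for different numbers. Deviations cancel within a group, so the value for different numbers is not an independent comparison. WT normoxia sample 1 correlated at 0.354 with TAZKo normoxia sample 1, 0.368 with WT hypoxia sample 1 and 0.062 with TAZKo hypoxia sample 1. A handling difference shared by some of the samples numbered 1 could contribute, but little is shared with TAZKo hypoxia sample 1. No biological explanation was tested, since the labels give none.

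Taz was not lower in the libraries labelled TAZKo. If the genotype labels were exchanged and the knockout removed the transcript, the libraries labelled WT would be strongly depleted of Taz. The WT mean was 82.1% of the TAZKo mean in normoxia and 74.4% in hypoxia, so neither genotype is depleted, which goes against a lost transcript under either assignment of the labels. A lesion that spares the counted exons may explain this, and counts per gene cannot show it. With such a lesion Taz counts could not tell whether the labels are right.

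Of 13 mitochondrial protein-coding genes, 6 had under 100 counts over all 12 samples (highest 42), and 7 had 99355 to 1281165. The test asked whether genes near 0 share nearly all their words with other annotated genes. Of the 6, 5 share at least 98%, but mt-Atp8 shares 0%. Only annotated transcripts were searched, so a copy elsewhere in the genome would not be seen. Whether shared reads explain mt-Atp8 therefore remains open. Among the 7 others the highest share was 62.2%. Removal of multiply matching reads by the authors' counting may explain the 5, and the value for mt-Atp8 has no tested explanation.

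Transcripts that mark sex were near absent in all 12 samples: Xist had 40 counts in total, with at most 7 in a sample, and Ddx3y, Eif2s3y, Kdm5d and Uty had 1, 0, 1 and 1.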
